# Sensory domain of the cell cycle kinase CckA regulates the differential DNA binding of the master regulator CtrA in *Caulobacter crescentus*

**DOI:** 10.1016/j.bbagrm.2018.08.006

**Published:** 2018-10

**Authors:** Sharath Narayanan, Lokesh Kumar, Sunish Kumar Radhakrishnan

## Abstract

Sophisticated signaling mechanisms allow bacterial cells to cope with environmental and intracellular challenges. Activation of specific pathways ameliorates these challenges and thereby warrants integrity. Here, we demonstrate the pliability of the CckA-CtrA two-component signaling system in the freshwater bacterium *Caulobacter crescentus*. Our forward genetic screen to analyze suppressor mutations that can negate the chromosome segregation block induced by the topoisomerase IV inhibitor, NstA, yielded various point mutations in the cell cycle histidine kinase, CckA. Notably, we identified a point mutation in the PAS-B domain of CckA, which resulted in increased levels of phosphorylated CtrA (CtrA~P), the master cell cycle regulator. Surprisingly, this increase in CtrA~P levels did not translate into a genome-wide increase in the DNA occupancy of CtrA, but specifically enriched its affinity for the chromosomal origin of replication, C_*ori*_, and for a very small sub-set of CtrA regulated promoters. We show that through this enhanced binding of CtrA to the C_*ori*_, cells are able to overcome the toxic defects rendered by stable NstA through a possible slow down in the chromosome replication cycle. Taken together, our work opens up an unexplored and intriguing aspect of the CckA-CtrA signal transduction pathway. The distinctive DNA binding nature of CtrA and its regulation by CckA might also be crucial for pathogenesis because of the highly conserved nature of the CckA-CtrA pathway in alphaproteobacteria.

## Highlights

• The PAS-B domain of the CckA histidine kinase modulates the distinctive DNA binding of CtrA in *Caulobacter crescentus*.
• The DNA binding of CtrA at the C_*ori*_ and at S-phase promoters is specifically enhanced due to a mutation in the PAS-B domain.
• Plasticity in the CckA-CtrA pathway facilitates *Caulobacter* to overcome the NstA-induced chromosome segregation defect.

## 1 Introduction

Bacteria harbor robust signaling mechanisms to tolerate stressful conditions. Exquisitely fine-tuned regulatory cascades in bacteria impart their effect to regulate development in response to changes in the internal or external milieu. The aquatic α‑proteobacterium, *Caulobacter crescentus* (henceforth *Caulobacter*), has emerged as a powerful model organism for studying the complex signaling mechanisms that control cell cycle and development in response to environmental cues. During its cell cycle, *Caulobacter* undergoes asymmetric division to produce progenies with distinct developmental fates. One of the daughter cells, the swarmer cell, is motile and its locomotion is assisted by the polar flagellum [1,2]. In contrast, the stalked daughter cell is sessile and capable of replicating its chromosome [3,4]. The G1-like swarmer cell has to terminally differentiate into a stalked cell to enter into the proliferative phase. This G1 to S-like transition is marked by the shedding of the flagellum, retraction of the pili, and production of a stalk at the same cell pole.

In the swarmer cells, the master transcriptional regulator, CtrA, inhibits the DNA replication. The *Caulobacter* origin of replication, C_*ori*_, is bound by CtrA, which prevents replisome formation in the swarmer cells [5]. Concurrent with the swarmer to stalked cell transition, CtrA is degraded by the ClpXP protease [6] thus allowing the binding of DnaA, the replication initiator, to the C_*ori*_ triggering chromosome replication [7]. Apart from blocking DNA replication initiation, CtrA also serves as a transcription factor to drive the expression of numerous developmentally important genes in a cell cycle-dependent manner [8].

The differential activity of CtrA in the swarmer and stalked cells is of paramount significance for generating different cell fates. Multiple levels of regulation involving control at the level of synthesis, stability, and activity exist for the regulation of CtrA during cell cycle [9,10]. The phosphorylated form of CtrA (CtrA~P) represents the active form that binds to DNA [11]. The phosphorylation of CtrA is catalyzed by an essential hybrid cell cycle histidine kinase/phosphatase, CckA, which phosphorylates CtrA through the single domain histidine phosphotransferase, ChpT (Fig. 1A and B) [[12], [13], [14], [15]]. CckA gets autophosphorylated and it eventually transfers the phosphate group *via* ChpT to the master regulator, CtrA. In the swarmer, and pre-divisional cells, the kinase activity of CckA ensures the abundance of active CtrA~P, while in the stalked cell compartment, the phosphatase activity of CckA is predominant ensuring the dephosphorylation, and degradation, of CtrA (Fig. 1A and B) [16]. The N-terminus of the CckA protein has two transmembrane helices and also contains two distinct sensory Per-ARNT-Sim domains, PAS-A and PAS-B [17,18]. The catalytic core of CckA comprises of a DHp (dimerization histidine phosphotransfer) domain, which is the site of histidine autophosphorylation, and an ATP binding catalytic assisting domain [19,20]. The C-terminal receiver domain in CckA shuttles the phosphate group to CtrA, through the ChpT phoshotransferase [21]. The PAS-A domain regulates density-dependent CckA kinase activity and its subcellular accumulation at the cell poles. The second PAS domain, PAS-B is needed for targeting CckA to the new cell pole and for cyclic-di-guanylate (*c*-di-GMP) stimulated CckA phosphatase activity [[22], [23], [24], [25]].

**Fig. 1:**
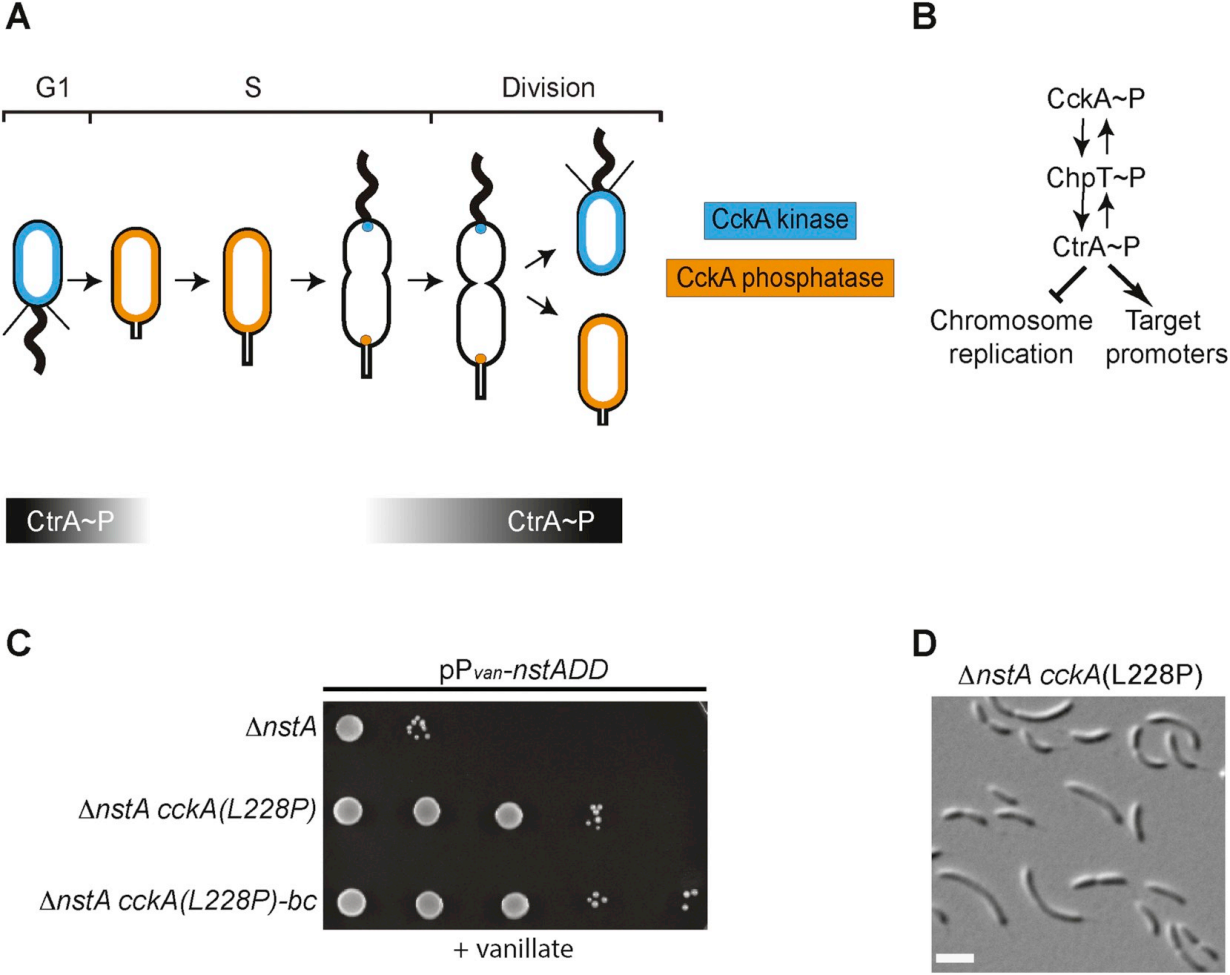
Cell cycle regulation in *Caulobacter crescentus* by the CckA-CtrA pathway. (A) Schematic representation of the dual switching of CckA between the kinase mode (blue) and the phosphatase mode (orange) in the swarmer and the stalked cell compartments, respectively. The graded bars indicate the time during which CtrA (black) is present during the cell cycle. (B) The bidirectional flow of phosphate between CckA, ChpT and CtrA. In the swarmer cells, CckA transfers the phosphate group to the phosphotranferase, ChpT, which further donates the phosphate to CtrA. The active phosphorylated form of CtrA (CtrA~P) can bind to various target promoters of several cell cycle regulated genes, as well as repress the initiation of chromosome replication. (C) Growth of ∆*nstA* cells overproducing NstADD, and harboring either *wild*-*type cckA* or *cckA*(L228P) or *cckA*(L228P) mutation back-crossed into a clean ∆*nstA* background [∆*nstA cckA*(L228P)-*bc*]. Cells, as indicated, were diluted five folds and spotted on media containing 0.5 mM vanillate. (D) Differential interference contrast (DIC) image of the suppressor mutant, ∆*nstA cckA*(L228P). Scale bar: 2 μm.

Recent evidence have shown that in addition to developmental regulatory proteins such as CtrA, the cell cycle progression in *Caulobacter* is controlled by a cytoplasmic redox fluctuation [26]. We had shown that a redox-dependent regulator, NstA, whose activation is coupled to the cytoplasmic redox state, inhibits the DNA decatenation activity of topoisomerase IV (Topo IV) during the early stages of cell cycle [26]. Apart from the cytoplasmic redox control of NstA activity, additional layers of regulation for NstA exist at the level of transcription by the transcription factors, GcrA and CcrM, and at the level of protein abundance by the ClpXP protease. A stable version of NstA, NstADD, is resistant to protein degradation by ClpXP. Overproduction of NstADD from an inducible promoter induces lethality in *Caulobacter* [26]. In this study, we investigated the regulatory networks that possibly fine-tune NstA activity *in vivo*. Towards this, we exploited the lethality induced by NstADD, to conduct an unbiased forward genetic screen to analyze extragenic suppressor mutation(s) that can negate NstADD toxicity. Strikingly, through this screen, we have identified suppressor mutations in *cckA* that influences the DNA binding activity of CtrA in a distinctive manner. We show that the CckA(L228P) mutation enhances the CtrA~P levels. Surprisingly, the increase in CtrA~P levels does not result in an increase of CtrA binding to all CtrA binding regions on the chromosome. The DNA binding of CtrA is specifically increased only at the C_*ori*_ and a very small sub-set of CtrA dependent promoters. Finally, we show that the enhanced binding of CtrA to the C_*ori*_ rescues the toxicity caused by NstADD by possibly slowing down the chromosome replication process to compensate for the slowed down segregation caused by the inhibitory effects of NstADD on the Topo IV.

## 2 Materials and methods

### 2.1 Growth conditions and media

*Caulobacter* strains were grown on rich PYE media (0.2% peptone, 0.1% yeast extract, 1 mM MgSO_4_, 0.5 mM CaCl_2_) or M5G media (M5G low-phosphate medium: 10 mM PIPES, pH 7, 1 mM NaCl, 1 mM KCl, 0.05% NH_4_Cl, 0.01 mM Fe/EDTA, 0.2% glucose, 0.5 mM MgSO_4_, 0.5 mM CaCl_2_ and 0.05 mM phosphate) [27,28], and incubated at 29 °C, unless specifically mentioned. The *Caulobacter* strains were subjected to electroporation, øCr30 mediated transductions, and intergeneric conjugations (using *E*. *coli S17-1*) as previously described [[29], [30], [31]]. *E*. *coli* strains, EC100D (Epicentre, WI, USA), and S17-1 were grown on LB media and incubated at 37 °C, unless specifically mentioned.

### 2.2 *In vivo* phosphorylation

*In vivo* phosphorylation experiments were performed as described previously [32]. Briefly, single colony of cells picked from a PYE agar plate was washed with M5G medium lacking phosphate and was grown overnight in M5G with 0.05 mM phosphate to an optical density of 0.3 at 660 nm. One milliliter of culture was labeled for 4 min at 28 °C using 30 μCi of γ-[^32^P]ATP. Upon lysis, proteins were immunoprecipitated with a polyclonal CtrA (34) or a polyclonal CckA (15) antisera using Protein A agarose (Roche, Switzerland) and the precipitates were resolved by SDS–polyacrylamide gel electrophoresis. The radiolabelled CtrA or CckA were quantified using ImageJ [33] and the values were normalized to the relative total protein levels of CtrA or CckA, in each strain, as determined by immunoblot of the lysates.

### 2.3 Extragenic suppressor screen

∆*nstA* or *WT* cells were UV irradiated with 700 and 900 × 100 μJ/cm^2^ energy using CL 1000 UV Cross linker (UVP, Cambridge, UK). The irradiated cells were diluted into PYE media followed by 6 h incubation. The cells were then electroporated with the plasmid pBVMCS-4-P_*van*_-*nstA*DD and plated on PYE supplemented with gentamycin and vanillate inducer. Individual colonies were then grown in liquid PYE containing gentamycin, and vanillate inducer for overnight. Two criteria were used to confirm the extragenic mutation: (i) plasmids from the selected mutants were again transformed into *WT Caulobacter* and checked for *nstA*DD toxicity, to avoid the possibility that the suppression is due to any mutations on the plasmid, and (ii) the plasmid cured mutants were retransformed with fresh pBVMCS-4-P_*van*_-*nstA*DD, to confirm that the toxicity suppression is indeed due to a mutation in the chromosome. Mutations were mapped by next generation sequencing on an Illumina platform at Fasteris, Switzerland.

### 2.4 Backcross

The *cckA* backcross plasmid, pSN155 (pNPTS138-*cckA*-backcross conferring kanamycin resistance) was integrated by homologous recombination nearby the *cckA* gene in the Δ*nstA cckA*(L228P) mutant, SN208. Following this, ΦCr-30-mediated generalized transduction was used to transfer the mutant *cckA* allele from SN208 into a clean *WT* or Δ*nstA* strain. The strains that had lost the pSN155 plasmid, after allele exchange, were selected using sucrose counter-selection. The presence of *cckA*(L228P) mutation in the backcrossed strains was confirmed by sequencing of the *cckA* gene.

### 2.5 ChIP-Seq

Chromatin Immunoprecipitation (ChIP) experiments were carried out as described earlier [31]. Mid-log phase cells were cross-linked in 10 mM sodium phosphate (pH 7.6) and 1% formaldehyde at room temperature for 10 min and on ice for 30 min thereafter, washed thrice in phosphate buffered saline (pH 7.4) and lysed in 5000 Units of Ready-Lyse lysozyme solution (Epicentre Technologies, WI, USA). Lysates were sonicated on ice using 7 bursts of 30 s to shear DNA fragments to an average length of 0.3–0.5 kbp. The cell debris were cleared by centrifugation at 14,000 rpm for 2 min at 4 °C. Lysates were normalized by protein content, wherein 500 μg equivalent protein was taken and diluted up to 1 mL using ChIP buffer (0.01% SDS, 1.1% Triton X-100, 1.2 mM EDTA, 16.7 mM Tris-HCl [pH 8.1], 167 mM NaCl plus protease inhibitors [Complete™ EDTA-free, Roche, Switzerland]), and pre-cleared with 80 μL of protein-A agarose (Roche, Switzerland) saturated with 100 μg BSA. Ten % of the supernatant was removed and used as total chromatin input DNA for qPCR analyses. To the remaining supernatant, anti-CtrA [34] antibody was added (1:500 dilution), and incubated overnight at 4 °C. Immuno complexes were trapped with 80 μL of protein-A agarose beads pre-saturated with BSA. The beads were then washed once each with low salt buffer (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris-HCl [pH 8.1], 150 mM NaCl), high salt buffer (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris-HCl [pH 8.1], 500 mM NaCl) and LiCl buffer (25 mM LiCl, 1% NP-40, 1% sodium deoxycholate, 1 mM EDTA, 10 mM Tris-HCl [pH 8.1]), and twice with TE buffer (10 mM Tris-HCl [pH 8.1], 1 mM EDTA). The protein·DNA complexes were eluted in 500 μL freshly prepared elution reagent (1% SDS, 1 mM NaHCO_3_). This was supplemented with NaCl to a final concentration of 300 mM and incubated overnight at 65 °C to reverse the crosslinks. The samples were treated with 2 μg of Proteinase K (Roche, Switzerland) for 2 h at 45 °C after addition of 40 mM EDTA and 40 mM Tris-HCl (pH 6.5). DNA was extracted using phenol:chloroform:isoamyl alcohol (25:24:1), ethanol-precipitated using 20 μg of glycogen as carrier, and resuspended in 50 μL of sterile deionized water. The comparative ChIP-followed by deep Sequencing (ChIP-Seq), was done using the next generation sequencing on an Illumina platform at Fasteris, Switzerland.

### 2.6 ChIP-Seq data analysis

The FASTQ files were checked for quality of sequencing using FastQC software, version 0.11.5. The first ten bases showed distortion, due to which it was decided to trim the first ten bases from all short reads. The reads were trimmed at the 5′ end for 10 bases using fastx_trimmer tool from Fastx-toolkit version 0.0.14. The preprocessed reads were mapped to the *Caulobacter crescentus* NA1000 reference genome (CP001340.1) using aligner Bowtie version 1.0.0 using the following parameter: −m 1, −S, −v 2. Around 36.9 million reads mapped uniquely to the reference genome for the wild-type *cckA* and 21 million reads for the mutant *cckA*(L228P) strains.

Further, the aligned reads were imported onto Seqmonk (version 1.38.1) to build the sequence read profiles. The genome was subdivided into 50 bp probes and a value representing the number of reads mapping to the genome within a probe was calculated using the Read Count Quantitation option. The probe list with the quantified value for each probe was exported. Custom Perl scripts were used to compute the relative abundance of each probe as a percent with respect to the total uniquely mapped reads for each dataset. A cutoff was determined as average reads plus twice the standard deviation of the sample to differentiate between candidate peaks and background noise. 

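The mean share per probe was 0.00220% of the mapped reads in both libraries, but the standard deviation was 0.00115% in *WT* and 0.00265% in ∆*nstA cckA*(L228P). The cutoff was therefore 0.00451% in *WT* and 0.00750% in the mutant, which is 2.09 times the median probe outside peaks in *WT* and 4.02 times that in the mutant. Supplementary Dataset 1 lists 312 peaks in *WT* and 289 in the mutant, and the text of the paper does not state how probes were joined. Here, joining adjoining probes above the cutoff gave 335 peaks in *WT* and 296 in the mutant. The probes in peaks made up 1.67% of the chromosome and 5.38% of the probe counts in *WT*, and 1.42% of the chromosome and 10.02% of the probe counts in the mutant. With the cutoff set in both libraries at 2 times the median probe outside peaks, 367 peaks were called in *WT* and 1065 in the mutant.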

The candidate peaks were annotated using custom Perl scripts. A probe was annotated with a gene if the centre of the probe was within a distance of −500 and +100 bases from the transcription start site of the gene, taking into account the orientation of the gene as well. If a probe is found to satisfy the condition for two genes (each on either strand), then both genes are reported. Probes without an annotation are labeled as ‘NO ANNO’.

### 2.7 Quantitative PCR (qPCR) analyses

qPCR was performed on a CFX96 Real Time PCR System (Bio-Rad, CA, USA) using 10% of each ChIP sample, 12.5 μL of SYBR® green PCR master mix (Bio-Rad, CA, USA), 200 nM of primers and 6.5 μL of water per reaction. Standard curve generated from the cycle threshold (Ct) value of the serially diluted chromatin input was used to calculate the % input value of each sample. Average values are from triplicate measurements done per culture. The final data was generated from three independent cultures. The Standard Error (SE) shown in the figures was derived with Origin 7.5 software (OriginLab Corporation, Northhampton, MA, USA). C_*ori*__Fwd (5′-CGCGGAACGACCCACAAACT-3′) and C_*ori*__Rev (5′-CAGCCGACCGACCAGAGCCA-3′) primer pairs as described earlier [35] were used to amplify the region near *ori* precipitated by anti-CtrA antibody. To check CtrA binding on P_*pilA*_, the DNA region analyzed by real-time PCR was from nucleotide −287 to −91 relative to the start codon of *pilA* [31]. A P_*kidO*_ fragment comprising nt 3,857,810–3,858,141 of the NA1000 genome sequence was quantified [36] to monitor CtrA binding on P_*kidO*_. To quantify CtrA occupancy at the promoter of *flbT*, the DNA region, −280 to +30 relative to the start codon of *flbT* was used. The DNA region from −226 to +30 relative to the start codon of *tacA* was analyzed for quantifying CtrA occupancy on P_*tacA*_ [31]. The DNA region from −263 to −50 relative to the start codon of *fliQ* was quantified to assess CtrA binding at the promoter of *fliQ*. For monitoring the CtrA occupancy at the promoter of *sciP*, the DNA region −256 to −20 relative to the start codon of *sciP* was used.

### 2.8 Microscopy

Differential interference contrast (DIC) and fluorescence microscopy were performed on a Nikon Eclipse 90i microscope equipped with 100X oil TIRF (1.49 numerical aperture) objective and a CoolSNAP HQ-2 (Photometrics, USA) CCD camera. Cells were placed on 1% agarose pads for imaging. Images were processed and analyzed with the Metamorph software (Molecular Devices, USA).

### 2.9 β‑Galactosidase assay

The cultures harboring the *lacZ* reporter plasmids were incubated at 29 °C till they reached 0.1–0.4 OD@660 nm (A_660_). 50 μL of the cells were treated with 10 μL of chloroform followed by the addition of 750 μL of *Z*-buffer (60 mM Na_2_HPO_4_, 40 mM NaH_2_PO_4_, 10 mM KCl, 1 mM MgSO_4_·7H_2_O, pH 7.0) followed by 200 μL of Ortho Nitro Phenyl‑β‑d‑Galactoside (from stock concentration of 4 mg/mL dissolved in 100 mM potassium phosphate buffer [pH 7.0]). The reaction mixture was incubated at 30 °C till yellow color developed. Finally, 500 μL of 1 M Na_2_CO_3_ solution was added to stop the reaction and absorbance at 420 nm (A_420_) of the supernatant was noted using *Z*-buffer as the blank. The Miller units (U) were calculated using the equation U = (A_420_ × 1000) / (A_660_ × t × v), where ‘t’ is the incubation time (min), ‘v’ is the volume of culture taken (mL). Experimental values were average of three independent experiments. The SE shown in the figures was derived with Origin 7.5 software (OriginLab Corporation, Northhampton, MA, USA).

### 2.10 Immunoblots

Proteins from cell lysates were allowed to migrate on a polyacrylamide gel. Subsequently, the proteins were transferred onto poly vinylidene fluoride membrane (PVDF, Millipore), at the cold room, by applying constant voltage. The blots were blocked for 1 h at room temperature with TBST solution (20 mM Tris-HCl [pH 7.5], 150 mM NaCl, 0.5% Tween-20, 5% nonfat dry milk), followed by 1 h incubation in TBST solution with primary antibodies, anti-CtrA (31) (1:10000), anti-CckA (15) (1:10000), anti-DnaA [5] (1:10000) and anti-MreB [37] (1:30000 fold dilution). The blots were then washed four times with TBS solution (20 mM Tris-HCl [pH 7.5], 150 mM NaCl), and detected with donkey anti-rabbit secondary antibody conjugated to horseradish peroxidise (Jackson ImmunoResearch, PA, USA).

## 3 Results

### 3.1 Suppressor mutations in CckA alleviate NstADD toxicity

Overproduction of the cell-cycle stable form of the Topo IV inhibitor, NstADD, leads to fitness defect and impaired chromosome segregation in *Caulobacter* [26]. To unearth the signaling network that regulates NstA, we exploited the lethality induced by NstADD overproduction in a genetic screen to identify extragenic suppressors that could tolerate NstADD toxicity (see Materials and Methods). Strikingly, whole-genome sequencing revealed that all nine extragenic suppressors harbored a mutation in the gene encoding the cell cycle histidine kinase, *cckA* (Supplementary Fig. S1B). The suppressor mutations corresponded to CckA-(L228P), (A317V), (D364G), (R356C), (F392L), (F493C) and (F496C) (Fig. 1C, Supplementary Figs. S1A, S2A and S2B, Supplementary Table S1). Interestingly, all the suppressor mutations except the L228P substitution were located either in the histidine kinase domain or the ATP binding domain of CckA (Supplementary Fig. S1B). Remarkably, the L228P mutation, which mapped to the PAS-B domain in CckA, rendered developmental defects such as cell filamentation in the wild-type (*WT*) and the ∆*nstA* mutant (Fig. 1D, Supplementary Fig. S2A). To confirm that it is the L228P mutation in *cckA* that conferred resistance to NstADD toxicity, we backcrossed the *cckA*(L228P) mutation into a clean *WT* or a ∆*nstA* strain by transduction (see materials and methods). The backcrossed cells were indeed able to tolerate the NstADD overexpression (Fig. 1C). The fact that the CckA(L228P) mutation was not in the kinase or the ATP binding domain of CckA, prompted us to investigate further the mechanism by which the *cckA*(L228P) mutant induced the developmental defects and negated the cell viability defect attributed by NstADD in *Caulobacter*.

### 3.2 CckA(L228P) mutation leads to elevation of CtrA~P levels

The cell cycle histidine kinase, CckA, is the primary kinase that activates the master cell cycle transcriptional regulator, CtrA, by phosphorylation [11]. The phosphorylated form of CtrA (CtrA~P) binds efficiently to its target promoters on the chromosome, regulating transcription [11,12,38]. Therefore, we decided to investigate if the L228P mutation in the PAS-B domain of CckA could affect CtrA~P levels. Interestingly, *in vivo* phosphorylation analysis revealed that the relative levels of CtrA~P, compared to total CtrA, were approximately three-fold higher in the *WT* or the ∆*nstA* cells harboring the *cckA*(L228P) mutation (Fig. 2A). The total CtrA levels remained unaltered in the *WT cckA*(L228P) and the ∆*nstA cckA*(L228P) mutants when compared to *WT* or ∆*nstA* cells that did not carry the mutation in *cckA* (Supplementary Fig. S3A). To analyze if this increase in CtrA~P levels is due to an increase in the kinase activity of CckA, we measured auto-phosphorylation levels of CckA (CckA~P) by *in vivo* phosphorylation in ∆*nstA* and ∆*nstA cckA*(L228P) genetic backgrounds. The relative levels of CckA~P, to total CckA, was indeed found to be at least two-fold higher, than ∆*nstA*, in the ∆*nstA* cells harboring the *cckA*(L228P) mutation (Supplementary Fig. S3B), while the total CckA protein levels were not significantly altered (Supplementary Fig. S3C).

**Fig. 2:**
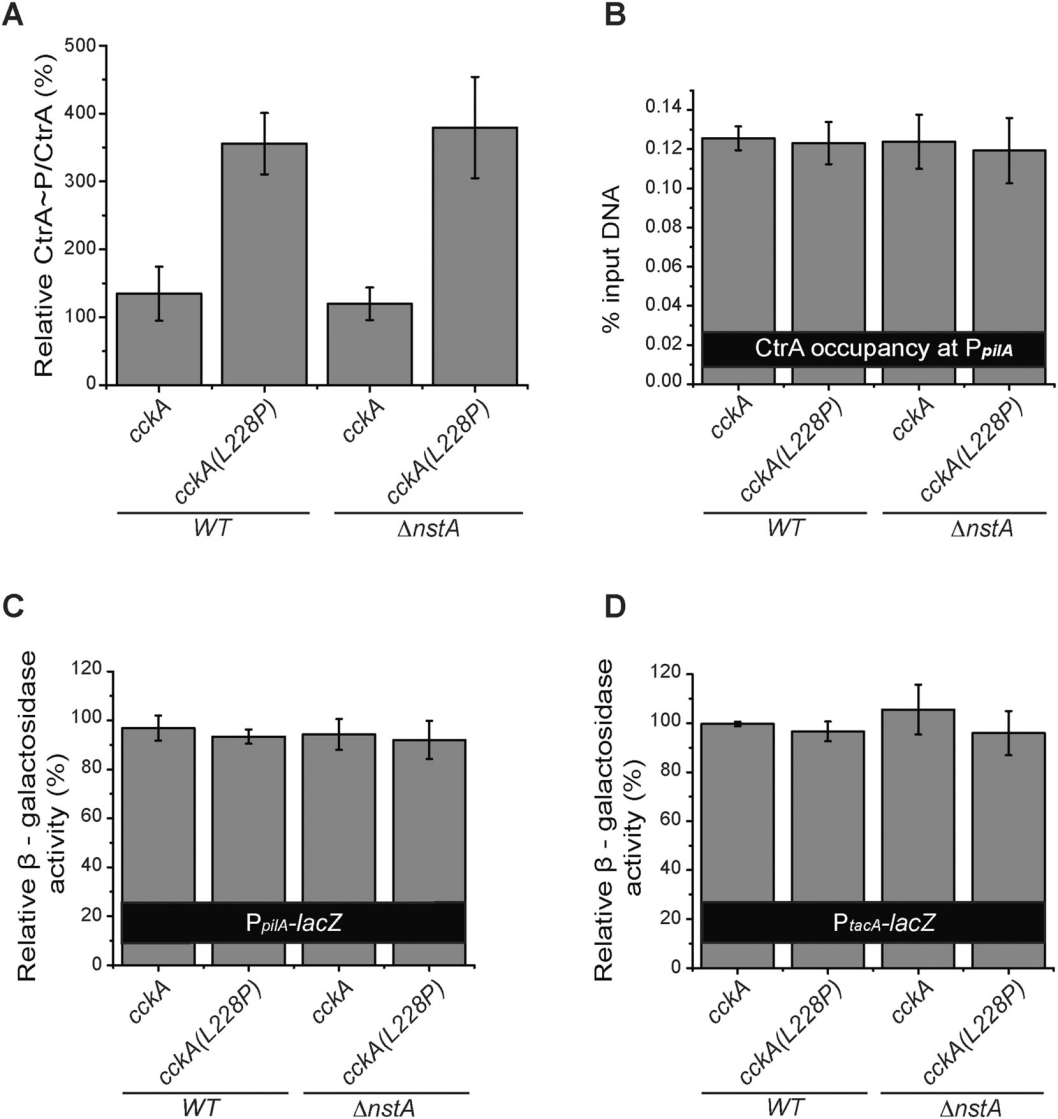
Effect of CckA(L228P) mutation on CtrA. (A) *In vivo* phosphorylation experiment denoting CtrA~P/CtrA levels in *WT*, *WT cckA*(L228P), ∆*nstA* and ∆*nstA cckA*(L228P) mutants. (B) Data of qChIP analysis showing the CtrA occupancy at the promoter region of *pilA* (P_*pilA*_) in *WT*, *WT cckA*(L228P), ∆*nstA* and ∆*nstA cckA*(L228P) cells. The relative β‑galactosidase activity (in percentage) of (C) the P_*pilA*_-*lacZ* and (D) the P_*tacA*_-*lacZ* reporters in *WT*, *WT cckA*(L228P), ∆*nstA* and ∆*nstA cckA*(L228P) cells. The values ± SE, represented in A, B, C and D are the average of at least three independent experiments.

It has been shown that an increase in CtrA~P levels could result in elevated levels of CtrA binding to its target promoters [34,39]. Therefore, we decided to analyze the binding of CtrA~P, and its effect, on well-established CtrA-dependent promoters such as *pilA*, *tacA*, *sciP* and *kidO* [31,36,40], by quantitative chromatin immunoprecipitation (qChIP) analysis using CtrA specific antibodies and β‑galactosidase (LacZ)-based promoter-probe assays. Surprisingly, our qChIP experiments revealed that the binding of CtrA to the P_*pilA*_, P_*kidO*_, P_*tacA*_ and P_*sciP*_ promoters were not significantly different in the *cckA*(L228P) mutants when compared to *WT* or ∆*nstA* (Fig. 2B, Supplementary Fig. S3D–F). Further, our LacZ-based promoter-probe assays using the promoters of *pilA* (P_*pilA*_-*lacZ*) and *tacA* (P_*tacA*_-*lacZ*) in *WT*, ∆*nstA*, *WT cckA*(L228P), and ∆*nstA cckA*(L228P) genetic backgrounds, revealed that there were no measurable differences in the P_*pilA*_ and P_*tacA*_ promoter activities in the *cckA*(L228P) mutants (Fig. 2C, D).

Collectively, these results indicated that the *cckA*(L228P) mutation increased CtrA~P levels by enhancing the CckA kinase activity. Nevertheless, this surge in CtrA~P levels did not result in increased binding of CtrA, or elevated promoter activity, at least in the G1-specific promoters of CtrA such as P_*kidO*_, P_*pilA*_ and P_*tacA*_.

### 3.3 CckA influences the promoter specific binding of CtrA

Next, we decided to investigate if the unchanged DNA binding of CtrA, despite increased CtrA~P levels in the *cckA*(L228P) mutant, is specific to a subset of CtrA dependent promoters. 

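CtrA occupancy was read from 2 ChIP-Seq libraries made with antibodies to CtrA, 1 from *WT* cells and 1 from ∆*nstA cckA*(L228P) cells. The mutant strain also lacks *nstA*, so that a difference between the libraries goes with both changes of genotype. The paper uses this strain name for the suppressor from its screen with UV irradiation and marks the back-crossed strain apart (Fig. 1C). It does not say that the back-crossed strain was used for ChIP-Seq, so other mutations may also differ. The deletion of *nstA* could be seen in the reads. Within *nstA* (CCNA_03091, positions 3240500 to 3240700 of the NA1000 chromosome), the probe from 3240551 to 3240600 had 29 reads in the mutant library and 1155 in *WT*, and the next probe had 34 and 1086. The median probe within 2 kb on either side had 450 reads in the mutant library and 842 in *WT*. The authors mapped the trimmed reads to the chromosome of 4042929 bp, kept those with a single match, counted them in 80859 probes of 50 bp and divided each count by the total of mapped reads. The totals implied by the deposited counts and percentages were 36966180 reads for *WT* and 21066317 for the mutant. From these values, peaks were called, paired between the libraries and compared as the log2 ratio of the mutant share of reads over the *WT* share, each taken at the summit of the peak. No input library was used, and with 1 library per strain no ratio has a replicate check. The 95% intervals given are exact conditional (Clopper-Pearson) intervals and cover counting error only.

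**Figure D1:**
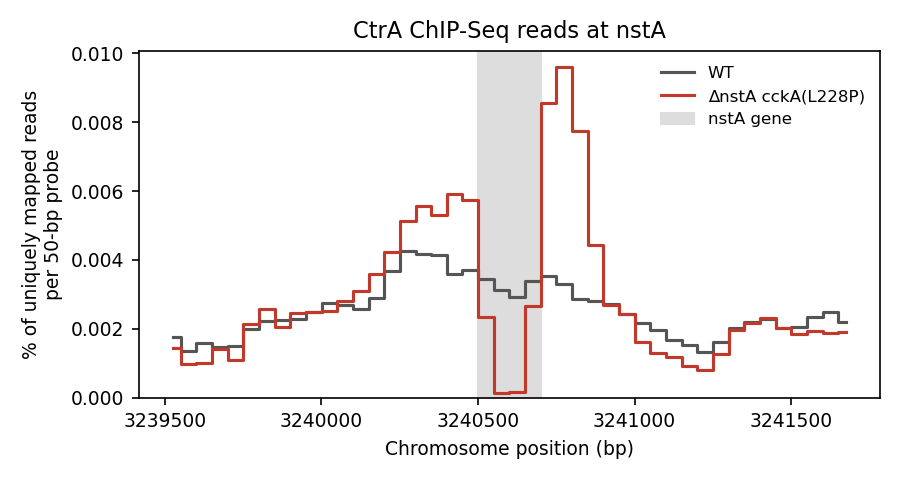
Share of uniquely mapped reads per 50-bp probe (y axis, %) against chromosome position (x axis, bp) around *nstA* (grey) in the *WT* and ∆*nstA cckA*(L228P) libraries. The mutant trace drops to 29 and 34 reads at the probes in the middle of the gene.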

Towards this, we performed chromatin immunoprecipitation followed by deep sequencing (ChIP-Seq) to analyze the CtrA occupancy on its target promoters in the *cckA* and *cckA*(L228P) mutant backgrounds on a genome-wide scale. From the ChIP-Seq analyses it was evident that the *cckA*(L228P) mutation enhanced the CtrA occupancy at the promoter regions of target genes whose transcripts peaked at S-phase, including the Class II flagellar genes such as *pleA*, *fliQ*, *fliL*, *fliM*, *fliJ* and *fliI* [41], pilus secretion genes, *cpaA* and *cpaB* [42], flagellar regulatory genes, *flbT* and *flbA* [43], and the chemotaxis genes, *motA* and *motB* [44] (Fig. 3A, C, D and Supplementary Dataset 1). 

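At each of the 10 distinct promoters of these genes, the CtrA peak held a larger share of the reads in the ∆*nstA cckA*(L228P) library than in *WT*, with log2 ratios from 1.18 to 1.65 and a median of 1.44, or 2.71-fold. Among the Class II flagellar genes, the peak 26 bp upstream of *pleA* (CCNA_02411) held 0.0213% of the reads in the mutant (4482 reads) and 0.00717% in *WT* (2652 reads), a log2 ratio of 1.57, or 2.97-fold (95% interval 2.83 to 3.11). The log2 ratio was 1.44 at *fliQ* (CCNA_01129), 1.31 at *fliL* (CCNA_02141), 1.51 at *fliJ* (CCNA_03136) and 1.61 at *fliI* (CCNA_03135). No peak was called from 250 bp upstream to 100 bp downstream of the start of *fliM* (CCNA_02140), which begins just downstream of *fliL* on the same strand. The highest probe there had a log2 ratio of −0.02 (−0.17 to 0.13). It was only 1.59 times the local background in the mutant and 1.39 times in *WT*, so this ratio is not that of a peak. Among the 10, *fliL* and *fliM* were counted as a single promoter, read at the peak upstream of *fliL*. Of the pilus secretion genes, *cpaB* (CCNA_03041) had a log2 ratio of 1.18 (1.11 to 1.25). The peaks called near *cpaA* (CCNA_03042) in the libraries shared no probe. At the mutant summit, 28 bp upstream of *cpaA*, the share was 0.0101% in the mutant and 0.00435% in *WT*, a log2 ratio of 1.22, or 2.33-fold (2.19 to 2.49). This is the value counted here. At the summit of the peak called in *WT* alone, from 3198451 to 3198500, the shares were 0.00641% and 0.00483%, a log2 ratio of 0.41 (0.31 to 0.51), which lies below the median of all shared peaks. The divergent genes *flbT* (CCNA_01525) and *flbA* (CCNA_01524) share a peak, which held 0.0389% of the reads in the mutant and 0.0144% in *WT*, a log2 ratio of 1.44. The log2 ratio was 1.65 (1.59 to 1.71) at *motA* (CCNA_00787) and 1.27 (1.20 to 1.34) at *motB* (CCNA_01644).

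**Figure D2:**
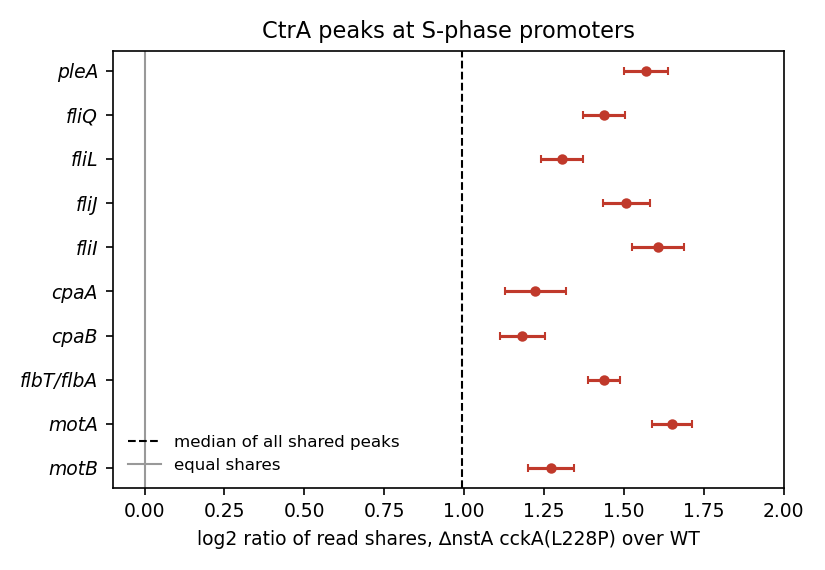
Log2 ratio of the share of reads in ∆*nstA cckA*(L228P) over *WT* (x axis) at the CtrA peak of each S-phase promoter (y axis), 1 library per strain. Points are the ratios, bars their 95% intervals for counting error only, the dashed line the median of all shared peaks and the grey line equal shares. The 10 points lie between 1.18 and 1.65, to the right of the dashed line at 0.99.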

Further, the qChIP experiments confirmed the enhanced binding of CtrA at the promoter regions of *fliQ* and *flbT* in the *WT* *cckA*(L228P) and ∆*nstA cckA*(L228P) genetic backgrounds when compared to *WT* or ∆*nstA* (Supplementary Fig. S4A, B). To corroborate if this increase in binding of CtrA to these promoters resulted in an increased promoter activity, we analyzed the activity of the *fliM* promoter (P_*fliM*_) and the *flbT* promoter (P_*flbT*_) using LacZ-reporter-based fusions to these promoters (P_*fliM*_-*lacZ* and P_*flbT*_-*lacZ*). Our analyses showed that indeed the activities of P_*fliM*_ and P_*flbT*_ were increased in the *cckA*(L228P) mutant background commensurate with the increase in binding of CtrA to these promoters (Supplementary Fig. S5A, B). Further, to analyze if the increase in S-phase specific promoter activity is due to an extended S-phase during the cell cycle, we performed flow cytometry assay to analyze the DNA content in *WT*, ∆*nstA*, *WT cckA*(L228P) and ∆*nstA cckA*(L228P) cells. The flow cytometry analyses revealed that *WT cckA*(L228P) and ∆*nstA cckA*(L228P) mutants did not show significant increase in population of cells in S-phase or undergoing replication when compared to *WT* or ∆*nstA* (Supplementary Fig. S5C), indicating that the increase in activity of S-phase specific CtrA-dependent promoters in the *cckA*(L228P) mutant may not be due to a prolonged S-phase.

**Fig. 3:**
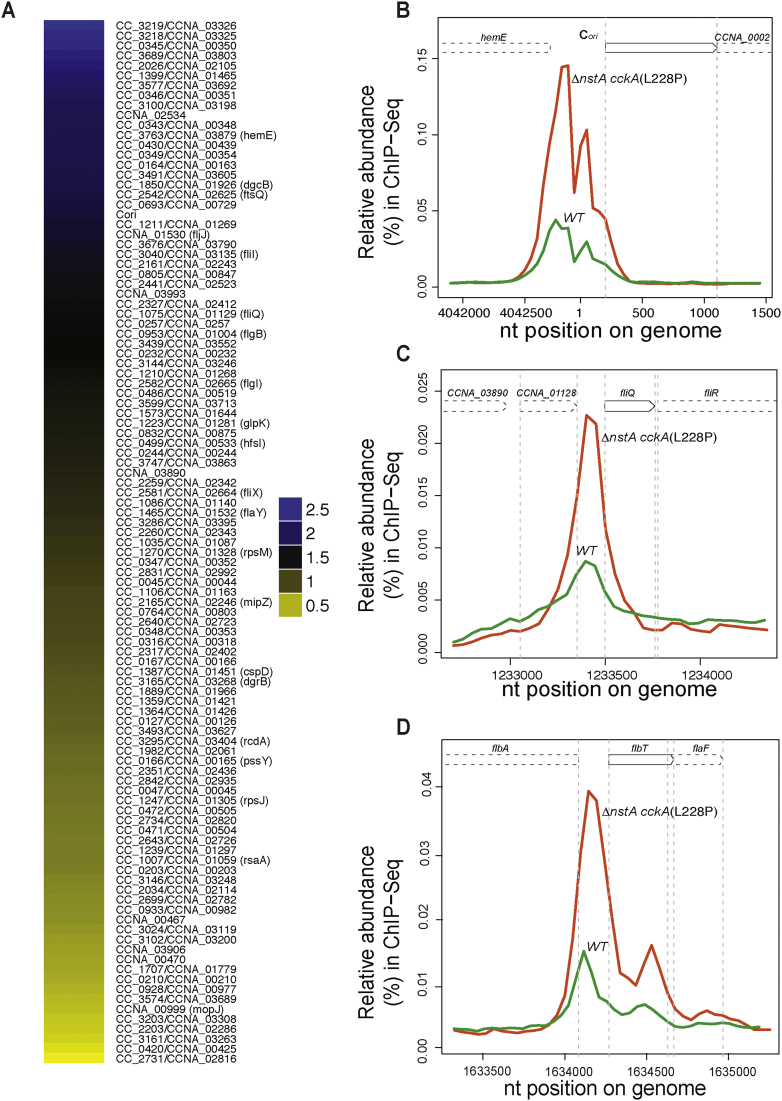
The CckA(L228P) mutation leads to differential DNA binding of CtrA. (A) Genome-wide comparative ChIP-Seq using polyclonal antibodies to CtrA, denoting the occupancy of CtrA on the chromatin of *WTcckA vs* ∆*nstA cckA*(L228P) mutant cells. The color key (log_2_ ratio) indicates the degree by which the occupancy of CtrA is varied, at the promoters of selected target genes, as a result of the CckA(L228P) substitution (see Supplementary Dataset 1 for the complete list of targets). Traces of the occupancy of CtrA at (B) the chromosomal origin of replication, C_*ori*_, (C) the promoter of *fliQ* and (D) the promoter of *flbT*. Fig. 3B–D were derived from the ChIP-Seq data and the traces of CtrA in the *WT* is denoted in green, and in the ∆*nstA cckA*(L228P) mutant is denoted in red. Also see Supplementary Fig. S4.

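Over all targets, 236 peaks of the ∆*nstA cckA*(L228P) library overlapped a peak of *WT*, and 235 of them had the larger share of reads in the mutant. The median log2 ratio was 0.99 (1.99-fold), with quartiles at 0.71 and 1.32. Since the mutant cutoff is the higher one, peaks that are lower in the mutant tend to drop out of this set. At the summits of all 335 *WT* peaks, the mutant share was higher at 319 and lower at 16, with a median log2 ratio of 0.69. Among the shared peaks, the highest ratio was at the peak from 3506551 to 3506600, between the divergent genes CCNA_03325 and CCNA_03326, which held 0.185% of the reads in the mutant (39021 reads) and 0.0305% in *WT* (11289 reads), a log2 ratio of 2.60. It was also the highest peak of the mutant library. Next among the shared peaks came *hfsK* (CCNA_03803), with 4.91-fold, and the peak of CCNA_00350 and CCNA_00351, with 4.82-fold. The gene groups were listed before the deposited data were examined, but after the values of Supplementary Dataset 1 had been seen. In these groups, every shared peak had a log2 ratio above 0. Relative to the median shared peak, 14 of the 16 peaks of flagellar genes lay above it and 2 below, *fljN* at 0.17 and *fliF* at 0.46. Of the 9 peaks of cell division and polarity genes, 7 lay above it, among them *ftsK*, which encodes a DNA translocase of the divisome, at 3.48-fold and *fzlA* at a log2 ratio of 1.79. Of 4 peaks of c-di-GMP genes, 3 lay above it, with *dgcB* at 1.85 and *pdeA* at 1.71. Of 14 peaks of regulators of replication and the cell cycle, 5 lay above it, among them *kidO* at 2.06, *clpX* at 1.76, *divK* at 1.63 and *ctrA* itself at 1.41, and 9 below, of which 2 are at *dnaA*, at 0.46 and 0.68, and are paired with the same *WT* peak. Of 8 peaks of holdfast genes, 3 lay above it. Both peaks of surface-layer genes (*rsaA* at 0.73) and both of ribosomal protein genes lay below it, as did 21 of 31 peaks at RNA genes. Random lists of shared peaks were matched on height, the mean summit share of both libraries. As this height includes the mutant share, the matching can take up part of a low ratio. Against such lists, these groups were at the percentiles 74.5 (surface layer), 55.4 (ribosomal proteins) and 75.2 (RNA genes). With 2 peaks each, the percentiles of the surface-layer and ribosomal groups do not show whether they were low for their height. The regulators and the holdfast genes had lower percentiles, 7.63 and 21.2. Scaling the libraries to the median shared peak moves all log2 ratios by 0.99, so that the peaks below it then have ratios below 0, and scaling by the probes outside peaks, whose median is lower in the mutant by a log2 ratio of −0.21, moves them the other way.

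**Figure D3:**
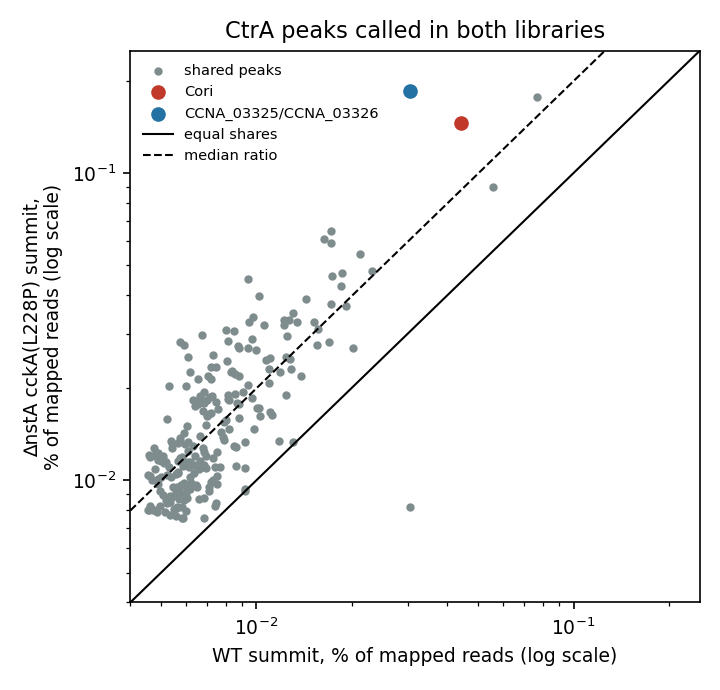
Share of uniquely mapped reads at the summit in *WT* (x axis, %, log scale) and in ∆*nstA cckA*(L228P) (y axis, %, log scale) for the 236 peaks called in both libraries. The solid line marks equal shares and the dashed line the median ratio. The point far below the solid line is a minor mutant peak at 3506101 that was paired with the tall *WT* summit at 3506551.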

Interestingly, in addition to the S-phase specific promoters, the ChIP-Seq data also revealed a significant increase in binding of CtrA to the chromosomal origin of replication, C_*ori*_ (Fig. 3B). 

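The C_*ori*_ peak spans the start of the chromosome numbering. Its summit held 0.145% of the reads in ∆*nstA cckA*(L228P) (30618 reads, probe 4042851 to 4042900) and 0.0441% in *WT* (16297 reads, probe 4042751 to 4042800), a ratio of 3.30-fold and a log2 ratio of 1.72 (95% interval 1.69 to 1.75). With both libraries read at 1 probe, the log2 ratio was 1.91 at the mutant summit and 1.39 (1.36 to 1.42) at the *WT* summit. A further summit on the other side of the numbering start, from 51 to 100, had 21726 reads in the mutant and 11006 in *WT*, a log2 ratio of 1.79. The peak was called from 4042501 to 400 in the mutant and from 4042451 to 400 in *WT*, and over the 17 probes of the mutant peak the mean share was 3.01-fold higher in the mutant. By height, C_*ori*_ was the third of the 236 shared peaks in both libraries. The exact interval covers counting error only, and the difference was not tested for significance, as there is 1 library per strain.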

Our qChIP experiment also confirmed the increase in CtrA occupancy at the C_*ori*_, in the *cckA*(L228P) mutant. In comparison to the *WT or* ∆*nstA*, a three-fold increase in the binding of CtrA at C_*ori*_ was evident in the *cckA*(L228P) mutant backgrounds (Supplementary Fig. S4C). Together, these data pointed towards the differential DNA binding of CtrA, as a result of the *cckA*(L228P) mutation, to S-phase specific target promoters and C_*ori*_ possibly regulated through the PAS-B domain of CckA.

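The S-phase promoters and C_*ori*_ lay in the upper part of the distribution of all targets. All 10 S-phase promoters with a called peak had a log2 ratio above the median shared peak, *cpaA* by its mutant summit. That summit was called in the mutant alone, which favours a high ratio by construction, and the summit called in *WT* alone had 0.41. *fliL* and *fliM*, which the paper also names, were counted as a single promoter, read at the peak upstream of *fliL*. The start of *fliM* itself has no called peak, and the log2 ratio of −0.02 there is that of a probe near background. The median of the 10 promoters, 1.44, was at the percentile 95.1 of 10000 random lists of 10 shared peaks matched on height. The medians of those lists lay between 0.84 and 1.49 in 95% of the draws. When only peaks called in both libraries were used, so that *cpaA* took the peak of *pilA*, the percentile was 90.0 and 9 of the 10 lay above the median shared peak. With 5 probes summed at each summit, 9 of the 10 also lay above it, with *cpaA* below. The same count was found with a cutoff of 3 standard deviations and with one of 2 times the background median. Under these 2 cutoffs, *cpaA* again took the peak of *pilA*. The paper names these promoters from its analysis of the same libraries, so the percentile is not independent evidence. The log2 ratio of C_*ori*_ was higher than that of 91.5% of the shared peaks, or of 77.5% after the local background was subtracted and of 82.2% when all peaks were read at the *WT* summit probe, a setting added after the values had been seen. Among the flagellar genes as a whole, the median log2 ratio of 16 shared peaks was 1.39, at the percentile 99.3 of matched lists, but 8 of these peaks are S-phase promoters the paper names. The other 8, set apart after the values had been seen, had a median of 1.32, at the percentile 98.8. At the G1 promoters, where the paper's qChIP found no significant difference, the log2 ratio was 0.42 at *pilA*, 0.66 at *sciP* and 0.85 at *tacA*. At *kidO* it was 2.06, above all 10 S-phase promoters and above C_*ori*_. From its ChIP-Seq and qChIP data together, the paper proposes that the *cckA*(L228P) mutation leads to a differential binding of CtrA to S-phase promoters and C_*ori*_, possibly through the PAS-B domain of CckA.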

### 3.4 CtrA mediated repression of replication initiation mitigate NstA induced lethality

Next, we wondered if the increase in the CtrA binding to the C_*ori*_ is what contributes to the rescue of the toxicity induced by the overproduction of stable NstADD. We hypothesized that the specific modulation of CtrA activity by the CckA(L228P) mutation leading to enhanced binding of CtrA to the C_*ori*_ may be delaying replication initiation. Further, this delay in replication initiation may be slowing down the chromosome cycle to compensate for the chromosome segregation defect caused by the reduction in the decatenation activity of Topo IV by NstADD [26]. To test this hypothesis, we decided to monitor the appearance or movement of the newly replicated chromosomal origin in the *cckA*(L228P) mutant. In *Caulobacter*, it has been well demonstrated that the newly formed origin of replication is immediately tethered to the opposite pole upon initiation of replication [45]. The chromosome partitioning protein, ParB, specifically binds to the regions near C_*ori*_ and moves along with the C_*ori*_ upon initiation of replication [46,47]. Therefore, the movement of fluorescently tagged ParB, GFP-ParB, can be used as a proxy to monitor the movement of the newly formed C_*ori*_ [47,48]. Localization experiments using GFP-ParB showed that the ∆*nstA cckA*(L228P) mutant had stalked cells with either single GFP-ParB foci (22.4%; Fig. 4A red arrow heads, Fig. 4C), or with two GFP-ParB foci, partially segregated, with the second foci still migrating to the opposite pole (33.8%; Fig. 4A white arrowheads, Fig. 4C). This was unlike in ∆*nstA* cells wherein the newly replicated C_*ori*_ along with GFP-ParB was immediately tethered to the opposite pole upon initiation of replication (86.9%; Fig. 4B and C). From this observation, we inferred that in the *cckA*(L228P) mutant, the initiation of replication and the elongation processes of the chromosome may be slow. The *C*_*ori*_ to *ter* ratios in the *WT cckA*(L228P) or ∆*nstA cckA*(L228P) strains further indicated that the *cckA*(L228P) mutation may be affecting the initiation of chromosome replication (Supplementary Fig. S6A). This slow down may well be due to the increase in CtrA binding to the C_*ori*_. We also observed multiple GFP-ParB foci in *Caulobacter* cells, overproducing NstADD (Fig. 4D), unlike the control samples with pBVMCS-4 vector alone, wherein, bipolar GFP-ParB foci were predominant (Fig. 4D). Thus we surmise that in the cells overproducing NstADD, multiple rounds of DNA replication are initiated and the chromosome decatenation is hampered [26]. To counter this effect, *cckA*(L228P) point mutation enhances the CtrA binding at the C_*ori*_ (Fig. 3B, Supplementary Fig. S4C), which can significantly slow down the replication cycle. Our hypothesis was further corroborated by the observation that the increase in the binding of CtrA to the C_*ori*_ is still retained after the overexpression of NstADD. In comparison to the *WT* or ∆*nstA*, overexpressing NstADD, the *cckA*(L228P) mutant cells overproducing NstADD, had a significant increase in the occupancy of CtrA at the C_*ori*_ (Fig. 5B). To analyze if this effect on replication initiation is due to a disturbance in the production of the Topo IV subunits, ParC or ParE, we analyzed the promoter activity of *parC* (P_*parC*_) and parE (P_*parE*_) using LacZ-based reporters (P_*parC*_-*lacZ* and P_*parE*_-*lacZ*). The P_*parC*_-*lacZ* and P_*parE*_-*lacZ* activity assays indicated that the *cckA*(L228P) mutation did not alter the production of *parC* or *parE* in the *WT* or the ∆*nstA* cells (Supplementary Fig S6B, C). This observation suggested that the *cckA*(L228P) mutation enhanced the CtrA occupancy at the C_*ori*_ to slow down the replication cycle without affecting the transcription of the Topo IV encoding genes.

**Fig. 4:**
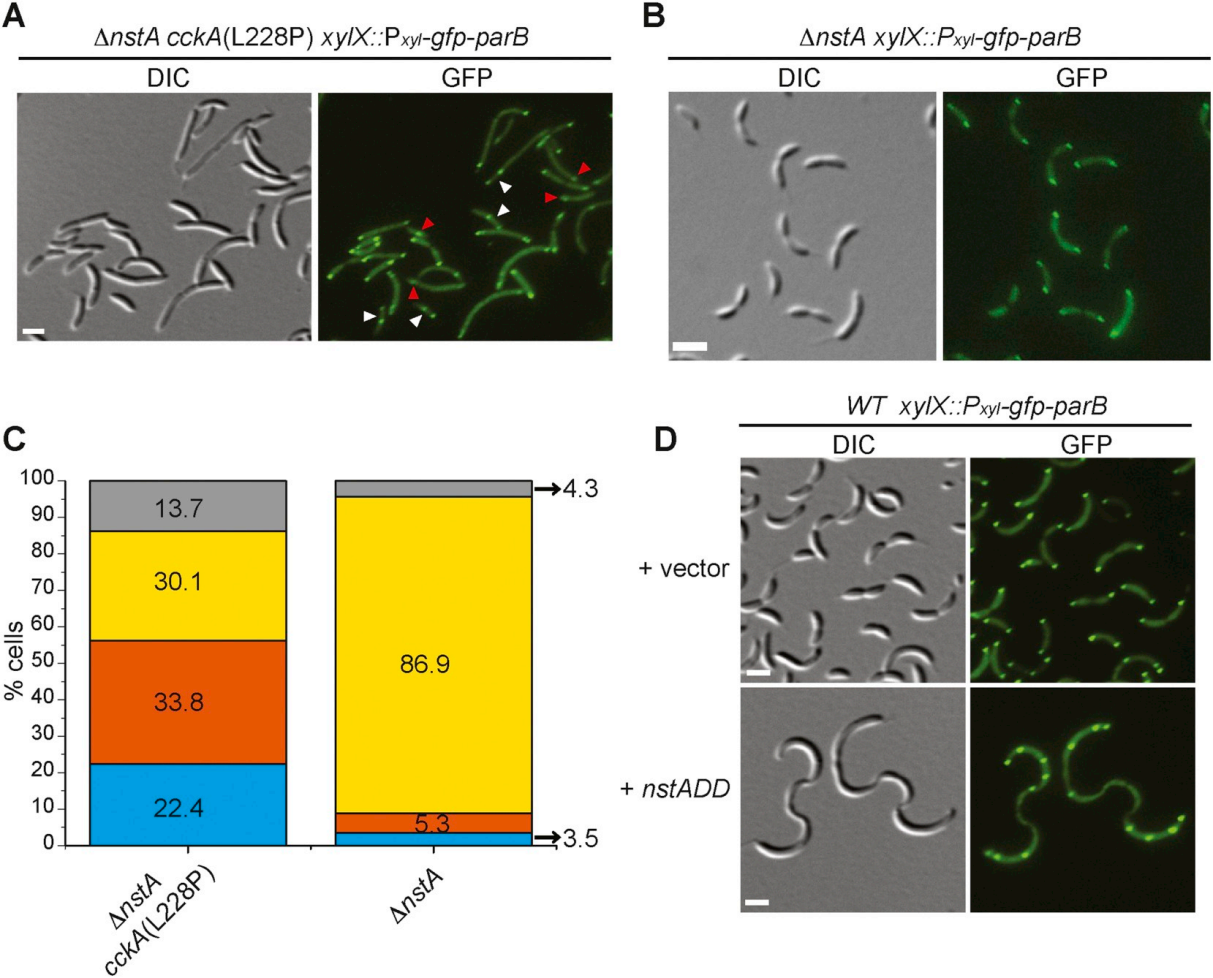
Suppression of NstADD toxicity by the *cckA*(L228P) mutant. (A) DIC and fluorescent micrographs of the extragenic suppressor mutant, ∆*nstA cckA*(L228P), harboring *gfp*-*parB* at the chromosomal *xylX* locus (*xylX::*P_*xyl*_-*gfp*-*parB*). Red arrow-heads: cells with one GFP-ParB foci; white arrow-heads: cells with two partially segregated GFP-ParB foci. (B) DIC and fluorescent micrographs of ∆*nstA* cells expressing *gfp*-*parB* from *xylX::*P_*xyl*_-*gfp*-*parB*. (C) Data representing the stalked cells with one (blue), two partially segregated (orange), normal bipolar (yellow), and multiple (grey) GFP-ParB foci in ∆*nstA cckA*(L228P) (data from 1032 stalked cells) or ∆*nstA* (data from 944 stalked cells). (D) DIC and fluorescent micrographs of *WT* cells harboring *xylX::*P_*xyl*_-*gfp*-*parB*, and overexpressing NstADD from the vanillate inducible promoter (P_*van*_) on pBVMCS-4 or carrying the vector alone. The cells in (A), (B) and (D) were treated with 0.3% xylose to induce the production of GFP-ParB. Cells in (D) were additionally treated with 0.5 mM vanillate for 3 h to induce NstADD production. Scale bar in A, B and D: 2 μm.

**Fig. 5:**
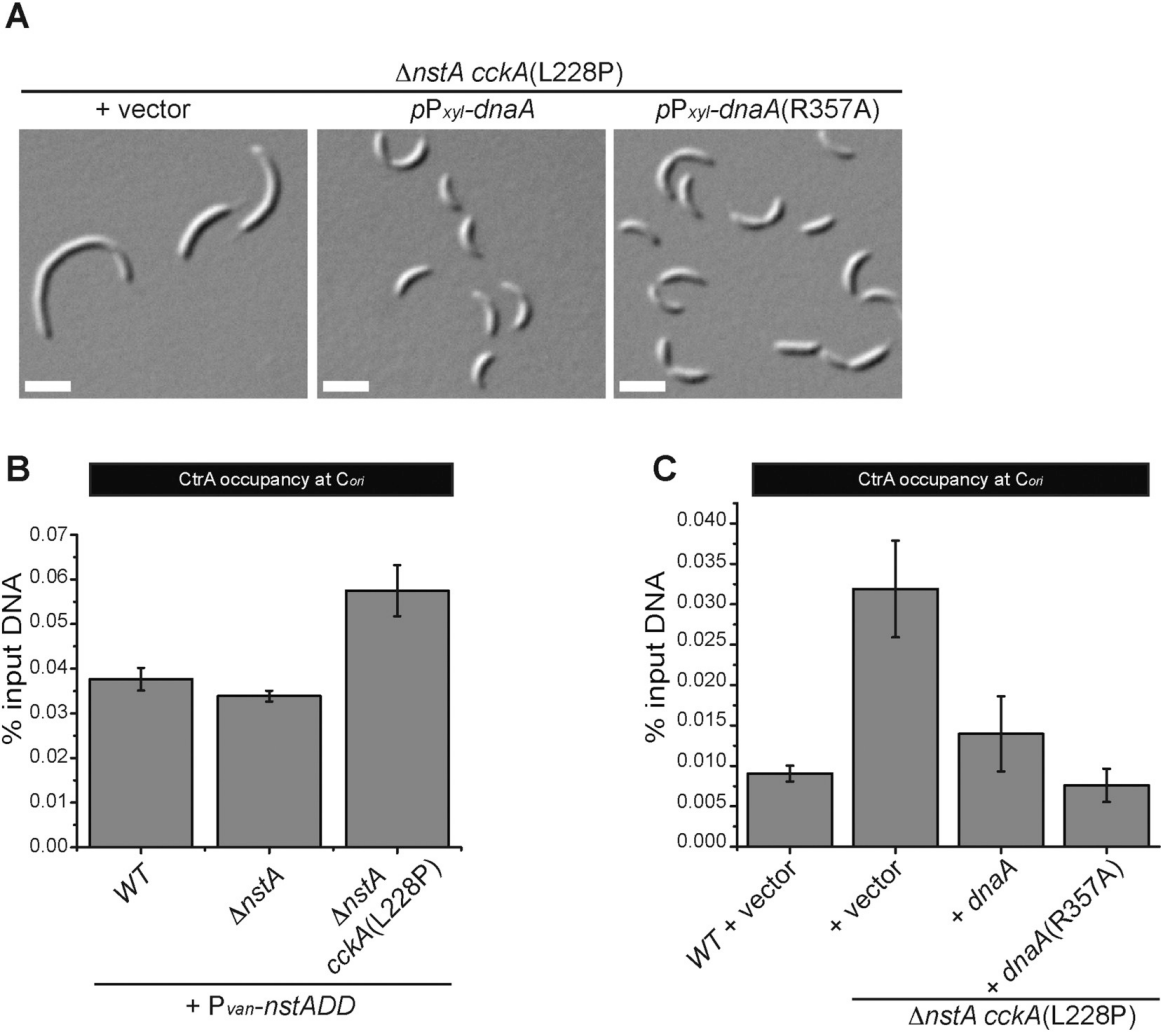
DnaA overexpression can alleviate the filamentation phenotype induced by the CckA(L228P) mutation. (A) DIC images showing ∆*nstA cckA*(L228P) cells harboring the vector or expressing *dnaA* or *dnaA*(R357A) from the xylose inducible promoter (P_*xyl*_) on the medium copy vector, pJS14. The cells were grown to exponential phase in PYE supplemented with 0.2% glucose, prior to the addition of 0.3% xylose. The xylose induction was done for 6 h. (B) qChIP data depicting the CtrA occupancy at C_*ori*_ in *WT*, ∆*nstA*, and ∆*nstA cckA*(L228P) genetic backgrounds, after the overexpression of NstADD from the vanillate inducible promoter (P_*van*_) on pBVMCS-4. The cells were treated with 0.5 mM vanillate for 3 h to induce the production of NstADD. (C) The qChIP data showing the CtrA occupancy at C_*ori*_ in ∆*nstA cckA*(L228P) cells, after the overexpression of DnaA or DnaA(R357A) from pJS14. The cells were treated in the same manner, as described in (A). The values ± SE, represented in (B) and (C) are the average of at least three independent experiments.

The CtrA binding boxes at the origin overlap with the DnaA binding sites [7,49]. Thus when CtrA~P is abundant in the system, the DnaA binding to the origin is inhibited leading to inhibition of chromosome replication initiation [50]. Therefore, we speculated that, if it is the increase in CtrA binding that is leading to slow down in replication, then such an inhibition should be relieved by titrating out CtrA at the C_*ori*_ by the overexpression of DnaA. Indeed, the overproduction of DnaA or its constitutively active ATP bound form, DnaA(R357A), from the xylose inducible promoter (P_*xyl*_) on a medium copy plasmid [35] caused a considerable decrease in cell filamentation of ∆*nstA cckA*(L228P) cells (Fig. 5A). In addition, qChIP experiments using CtrA specific antibodies also confirmed that the CtrA occupancy at C_*ori*_ was greatly reduced, by about 70%, post the DnaA/DnaA(R357A) overexpression in the Δ*nstA cckA*(L228P) mutant (Fig. 5C). Further, immunoblots using DnaA antisera [5] revealed that the *cckA*(L228P) mutation did not affect DnaA abundance suggesting that the increase in CtrA occupancy at C_*ori*_ is not due to a decrease in availability of DnaA (Supplementary Fig. S3A). Altogether, these results indicated that the increased binding of CtrA specifically to the C_*ori*_, facilitated by the CckA(L228P) mutation, slows down the DNA replication cycle to alleviate the toxicity attributed to NstADD overproduction.

## 4 Discussion

The highly conserved CckA-CtrA signal transduction pathway in α-proteobacteria has several implications in development and pathogenesis. For example, during the early stages of symbiosis, in the nitrogen fixing bacteria, *Sinorhizobium meliloti*, the role of CckA and its regulation has been shown to be essential [51]. Likewise, the viability of the intracellular pathogen, *Brucella abortus*, in the human macrophages is dependent on the CckA-ChpT-CtrA pathway [52]. The regulatory networks involving CtrA can be related to the specific lifestyle of the bacterium. For instance, while in *Caulobacter* CtrA is involved in cell-fate control, and cell cycle, by fine-tuning the stalked and swarmer cell programs, the control of cell envelope composition by CtrA is crucial in *B*. *abortus* and *Rhizobium leguminosarum* [53,54], thereby reiterating the plasticity of CckA-CtrA pathway.

In this study, we show that the L228P mutation in the PAS-B domain of CckA not only increases the CtrA~P levels but also rewires the preferential binding of CtrA to its target promoters (Figs. 2A, 3 and Supplementary Dataset 1). The PAS-B domain in CckA has been shown to be necessary for the regulation of its auto kinase activity, and for the switching of CckA between the kinase and the phosphatase modes [23]. The CckA phosphatase activity during the swarmer to stalked cell transition is triggered by the binding of the effector molecule, *c*-di-GMP, to the PAS-B domain [[23], [24], [25]]. Therefore, it is conceivable that the *cckA*(L228P) mutation possibly perturbs the binding of *c*-di-GMP to CckA thereby locking CckA in a kinase active form leading to increased CtrA~P levels in the *cckA*(L228P) mutant (Fig. 6).

**Fig. 6:**
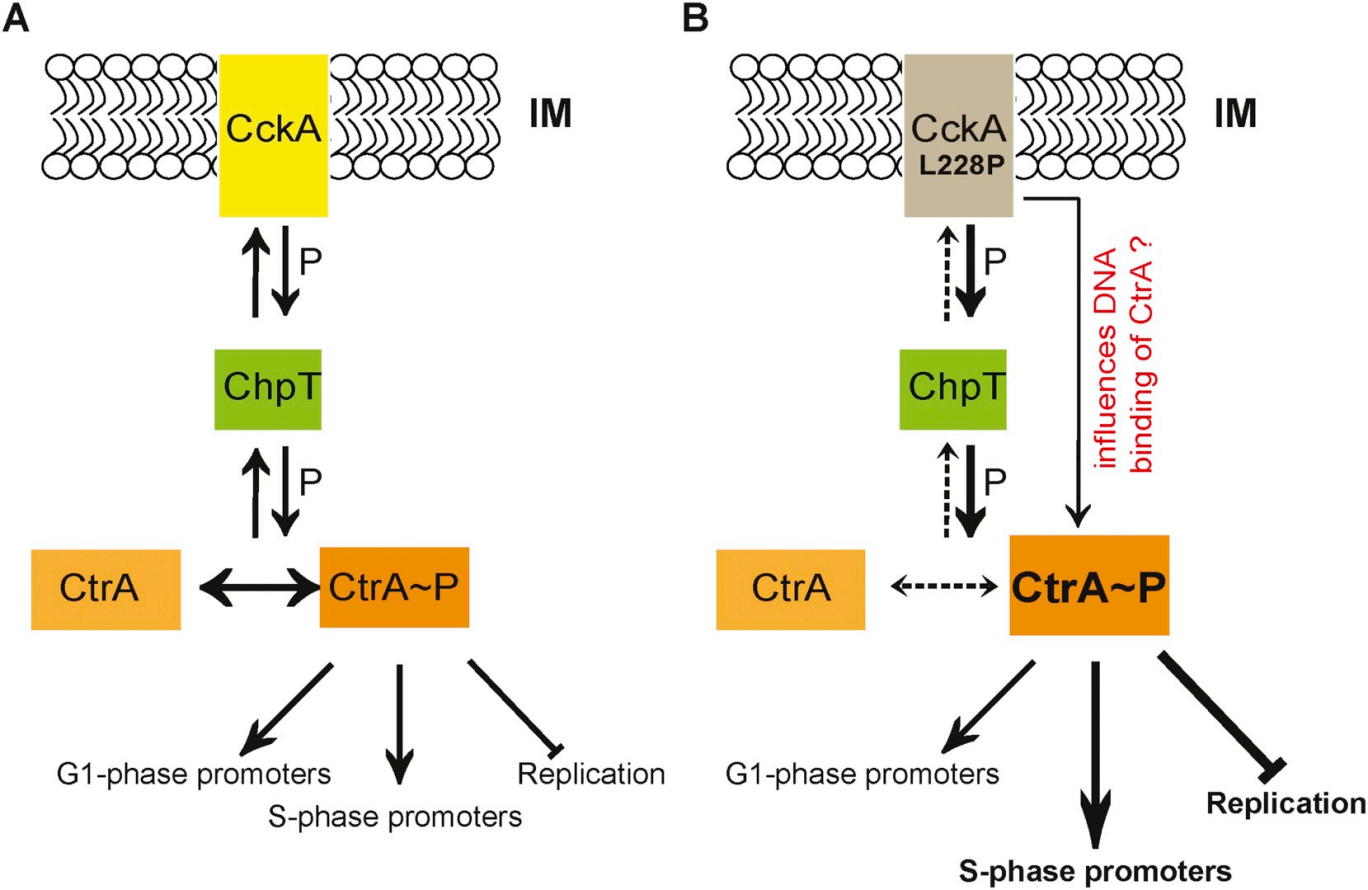
Model for CckA(L228P) function. (A) The membrane bound bi-functional kinase/phosphatase CckA (yellow), in its kinase form, phosphorylates CtrA (orange), *via* the intermediate phosphotransferase, ChpT (green). The active phosphorylated form of CtrA (CtrA~P) binds to DNA and triggers the transcription of G1- and S-phase specific CtrA-dependent promoters during the cell cycle. CtrA~P also inhibits the initiation of chromosome replication in the G1 cells by binding to the C_*ori*._ When the phosphatase activity of CckA is predominant (see Fig. 1A), the phosphate flow reverses dephosphorylating and inactivating CtrA. (B) The CckA(L228P) mutation leads to a predominant CckA kinase activity thereby increasing CtrA~P levels. In addition, the CckA(L228P) mutation, through an yet to be understood mechanism, specifically increases the CtrA~P binding at C_*ori*_ and at certain CtrA-dependent S-phase specific promoters resulting in an enhanced inhibtion of chromosome replication, and an enhanced activation of a subset of S-phase specific promoters respectively.

Surprisingly, the above-mentioned increase in the CtrA~P levels does not translate into a uniform increase in the binding of CtrA on all its target sites on the chromosome. 

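The ratio of ∆*nstA cckA*(L228P) over *WT* varied widely between targets in these libraries. With 1 library per strain, it is unknown how much of this spread would recur in other cultures. Of the 236 shared peaks, 35 had a log2 ratio above 1.5 and 24 one below 0.5. Some of the 24 are minor mutant peaks set against a *WT* summit that is also paired with a taller one, and with 1 pair per *WT* peak, 17 lay below 0.5 and 35 above 1.5. Among the 10 highest ratios of the shared peaks were those of CCNA_02105 at 4.68-fold and of *cleD* (CCNA_03198) at 3.90-fold, while other peaks had nearly equal shares, such as CCNA_00538 at 1.02-fold and *fljN* (CCNA_00835), a flagellin gene, at a log2 ratio of 0.17. A further 60 peaks were called in the mutant library and had no overlap with a *WT* peak. Their median ratio was 2.45-fold. As the mutant cutoff is 1.66-fold that of *WT*, a probe above the one and below the other has the larger share in the mutant by construction. The tallest lay upstream of CCNA_03265 (3.68-fold), and the one between *cydA*, which encodes a subunit of the cytochrome bd oxidase, and *cydD* had the highest ratio of the tallest 5, at 6.32-fold. Conversely, 107 peaks were called in *WT* and had no overlap with a mutant peak. At their summits the mutant share was still higher in 91 of them, with a median of 1.20-fold. The tallest, at *ftsY* and CCNA_03794, had a log2 ratio of −0.12 (95% interval −0.21 to −0.02) and that of *fljO* one of −0.03 (−0.13 to 0.07).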

The increased binding happens only at the C_*ori*_ and a sub-set of S-phase specific CtrA-dependent promoters. Previous studies have shed light on the additional components, SciP and MucR, which modulate the activity of CtrA-dependent promoters during the cell cycle [[55], [56], [57]]. While MucR specifically represses G1-phase promoters of CtrA, SciP has been shown to negatively regulate the CtrA-dependent promoters whose activity are known to peak at the S-phase of the cell cycle [56]. Interestingly, our comparative ChIP-Seq analysis revealed that the CckA(L228P) substitution contributes to the specific enhancement of CtrA binding at the S-phase promoters, which are also bound by SciP. The mechanistic mode of repressing the CtrA transcription by SciP involves a direct interaction between SciP and CtrA [57]. Intriguingly, SciP does not perturb the DNA binding activity of CtrA, instead it blocks the RNA polymerase recruitment to the CtrA activated promoters [57]. Moreover, SciP itself is under the direct transcriptional control of CtrA [55]. Nevertheless, our qChIP experiments show that the *cckA*(L228P) mutation does not alter the binding of CtrA to the *sciP* promoter (Supplementary Fig. S3F) indicating that the *sciP* transcription may not be perturbed due to the *cckA*(L228P) mutation. Therefore, it is tempting to speculate that the CckA(L228P) substitution possibly facilitates CtrA to overcome the inhibition imparted by SciP either by directly acting on SciP or by making CtrA more potent to compete for the RNA polymerase. It may also be possible that the CckA kinase could be regulating the interaction between SciP and CtrA, in a direct or indirect manner. However, this hypothesis remains to be investigated further and our results pave way for exploring this intriguing aspect of the CckA-CtrA pathway.

## Data deposition

The ChIP-Seq data are deposited in the GEO database under accession number GSE113724.

## Author contributions

S.N. and S.K.R. conceived and designed the research. S.N. and L.K. performed research. S.N., L.K. and S.K.R. analyzed data. S.N. and S.K.R. wrote and revised the manuscript.

## Transparency document

Transparency document. Image 3

## Appendix A Supplementary Information

Supplementary information Image 2

Supplementary Dataset 1 Image 1

How the deposited data were processed for this re-analysis (not part of the article)

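CtrA ChIP-Seq libraries of 2 strains of *Caulobacter crescentus*, *WT* and ∆*nstA cckA*(L228P), were used, 1 library per strain and no input library. Strains were assigned from the sample labels and the legend of Fig. 3. The mutant strain differs from *WT* in *nstA* as well as in *cckA*.

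The authors trimmed the first bases of the reads, mapped them to the NA1000 genome with Bowtie, kept reads with a single match, and counted reads per 50-bp probe in Seqmonk. The deposited counts are the reads that overlap each probe, so that a read spanning adjoining probes is counted in each. The counts sum to 65798302 in *WT* and 37495676 in the mutant, or 1.78 per mapped read. The deposited percent values are the counts divided by the total of uniquely mapped reads, 36966180 in *WT* and 21066317 in the mutant. The submitters' processing notes also name CASAVA 1.8.2, cutadapt 1.13, Bowtie 1.0.0, SAMtools 0.1.19 and bedtools 2.25.0. Whether duplicate reads were removed is not given in the sources used here. In both libraries, 944 probes (47.2 kb) had 0 reads.

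From these values, a cutoff of the mean plus 2 standard deviations of the percent values was set per library, as in the methods of the paper. Adjoining probes above it were joined into 1 peak on the circular chromosome. A mutant peak was shared if it had at least 1 probe in common with a *WT* peak, and was then paired with the tallest such peak. The log2 ratio is that of the mutant summit percent over the *WT* summit percent, with an exact conditional (Clopper-Pearson) 95% interval that covers counting error only. The median probe had 801 reads in *WT* and 395 in the mutant, and the half-width of the interval was 0.08 for the median shared peak. No significance test was made. C_*ori*_ was read at the highest probe within 500 bp of the numbering start. Background probes lie outside the peaks of both libraries. Local background was the median of these within 5 kb.

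Peaks were annotated to genes whose start has the summit centre from 500 bp upstream to 100 bp downstream, as in the paper. All 23769 annotated probes of the deposited files have the distance that the gene table (assembly ASM2200v1) gives. Of its 4097 genes, 166 RNA genes have no strand in the sources used here, and peaks at RNA genes were therefore taken within 100 bp of the gene. Genes were named by a rule set before the data were examined, although the values of Supplementary Dataset 1 had been seen. The rule covers every gene or site the paper names for its ChIP-Seq, qChIP or reporter experiments or for the strains and pathway, and the 10 highest and 10 lowest ratios of shared peaks. It also covers the 5 tallest peaks called in only 1 library and up to 4 members of each of 10 gene lists (flagellum, pili, chemotaxis, cell division and polarity, replication and cell cycle regulators, holdfast, c-di-GMP, surface layer, RNA genes and ribosomal proteins). Not all of these are given in the text. Among those left out there, *ccrM* had a log2 ratio of 1.34, *cckA*, with no called peak, 0.46, and *gcrA*, with a peak in *WT* alone, 0.07. CCNA_02934 and CCNA_03092 are named outside the rule. No shared peak fell to the 15 chemotaxis genes, and 2 of 3 peaks of pilus genes lay above the median shared peak. The prefix par in the list of division genes also takes toxin and antitoxin genes, and the topoisomerase genes *parC* and *parE* were not named in the table and are not analysed here. A promoter takes the called peak nearest the gene start, and without one the probe with the highest mean share from 250 bp upstream to 100 bp downstream. A first version of the calculation took only peaks called in both libraries, which gave *cpaA* the peak of *pilA*. It was corrected to the rule after the values had been seen, and its values are kept as an alternative. A peak called in 1 library is read at its summit probe in both.

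Lists were set against 10000 random lists of shared peaks, each member drawn from the 20 nearest in mean height of both libraries. This height includes the mutant share, so the matching can take up part of a difference in ratio. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The calling and pairing were tested on simulated libraries drawn from the *WT* shares of its 335 peaks. Of 50 peaks planted at 2-fold, 50 were called in both libraries, with a median log2 ratio of 1.00. Of 50 peaks planted at 0.5-fold, 5 were called in both, and of 135 planted with no difference, 70, so that the shared set favours peaks that are higher in the mutant. The alternatives tried were scaling by background or by the median shared peak, subtraction of local background, a single probe for both libraries, sums of 5 probes, a cutoff of 3 standard deviations, joining of probes within 200 bp, thinning of *WT* to the mutant total, a cutoff of 2 times the background median, sharing by summits within 100 bp, and other windows for the origin and terminus. No genome sequence was used here, and motifs and base composition were not analysed here.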

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

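The paper's text does not discuss the following peaks, which stand well above the background of the ∆*nstA cckA*(L228P) library. The highest peak of that library held 0.185% of the reads, between CCNA_03325 and CCNA_03326, above the summit at C_*ori*_. The 5 tallest peaks called in the mutant library alone were at CCNA_03265 with 0.0164% of the reads, at *coxB* and *zerR* with 0.0149%, at *cydA* and *cydD* with 0.0149%, at CCNA_00221 and CCNA_00222 with 0.0146%, and at CCNA_00814 with 0.0145%. In *WT*, the same probes held between 0.00236% (*cydA* and *cydD*) and 0.00446% (CCNA_03265), and CCNA_03265 reached 98.8% of the *WT* cutoff and *cydA* and *cydD* 52.2%. They were called in 1 library only because the cutoff was crossed there, which is no test of a difference.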

How the results depend on the processing

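Some alternatives were added after the data had been seen, 1 pair per *WT* peak, promoters taken from shared peaks only and the *WT* summit probe for both libraries; summits within 100 bp, joining of probes within 200 bp, thinning and the cutoff of 2 times the background median, planned for the peak counts, were also applied to the median shared peak and the promoters only then. The log2 ratio of C_*ori*_ and the median of the S-phase promoters stayed above 0 under every alternative run for them. Scaling to the median shared peak sets the median shared peak to 0 by construction, with 118 shared peaks higher in the mutant, the S-phase median at 0.44, C_*ori*_ at 0.73, the median of the G1 promoters *pilA*, *kidO*, *tacA* and *sciP* at −0.24, against 0.76 before, *pilA* at −0.58, *tacA* at −0.14 and *sciP* at −0.34. Scaling by background gave 1.21 for the median shared peak, 1.65 for the S-phase median and 1.93 for C_*ori*_. Subtracting local background gave 1.36, 1.71 and 1.79. At the mutant summit probe in both libraries C_*ori*_ was at 1.91, and at the *WT* summit probe in both at 1.39. With 5 probes summed, the median shared peak was at 0.86, C_*ori*_ at 1.62, the S-phase median at 1.27 and the G1 median at 0.83, close to the median shared peak. A cutoff of 3 standard deviations gave 194 peaks in *WT*, 197 in the mutant and 147 shared, all 147 higher in the mutant, with a median of 1.15. A cutoff of 2 times the background median gave 1065 mutant peaks and a median shared peak at 0.77. With a window of 100 kb in place of 200 kb, the log2 ratio of origin over terminus background was 0.47 in *WT* and 0.51 in the mutant. The causes of these shifts were not tested, apart from those that follow from the construction. Promoters from shared peaks only left the S-phase median at 1.44 and gave *cpaA* 0.42. Of the values of single promoters under the alternatives, 59 lay outside the counting interval of the main value and above 0, the 3 given above lay below 0, and 120 stayed within it. No paired analysis was possible because each strain has 1 library and no result comes from a test. Depth is not the limit at the tall peaks, and thinning *WT* to the mutant total gave 338 *WT* peaks and 239 shared, but the spread between cultures is unknown.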

Differences from the paper's values

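For *cpaA*, the log2 ratio was 1.22, and the paper's value in Supplementary Dataset 1 is 1.07. Of the alternatives set before the data were examined for the number of shared peaks, and applied to promoters only after the values had been seen, sharing by summits within 100 bp gives 1.07 and thinning *WT* to the mutant total 1.09, while joining probes within 200 bp gives 1.22. A cutoff of 2 times the background median gives 0.42, the ratio of the *pilA* peak, which *cpaA* then takes. Scaling by background, scaling to the median shared peak, subtracting local background, the mutant summit probe, sums of 5 probes and a cutoff of 3 standard deviations do not reach the paper's value, nor do the added 1 pair per *WT* peak, promoters from shared peaks only and *WT* summit probe. The paper states that the increased binding occurs only at C_*ori*_ and a subset of S-phase promoters. Its evidence includes qChIP, with no significant difference at *pilA*, *kidO*, *tacA* and *sciP*, and *lacZ* reporters, with no measurable difference for *pilA* and *tacA*. Here, as shares of reads without an input library, 235 of 236 shared peaks and 319 of the 335 *WT* summits were higher in the mutant. The paper's own Supplementary Dataset 1 lists 231 shared peaks, all 231 with a log2 ratio above 0 and with a median of 1.04. A set of shared peaks favours those that are higher in the mutant. Relative to the median shared peak, 118 lie on either side. The paper names *fliM* among the promoters with enhanced occupancy. It also reports a higher activity of a *lacZ* reporter of the *fliM* promoter with *cckA*(L228P). Here the peak upstream of *fliL*, the gene before *fliM* on the same strand, had 1.31 and was counted for both genes. No peak was called at the start of *fliM* itself. The log2 ratio of −0.02 there is that of a probe near background and is no measure of CtrA occupancy.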

Other observations

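All tests of explanations given here, except that of the qChIP fragment at *kidO*, were chosen after values they rest on had been seen. A stretch of 14.65 kb, from 473751 to 488400, chosen after its values were seen, holds 15 shared peaks with a median log2 ratio of 0.54, against 1.04 for the other 221. These 15 take only 9 *WT* peaks, as 4 of those are paired more than once. With 1 pair per *WT* peak, the 9 pairs had a median of 0.61, against 1.04 for the other 219. At *coxB* and *zerR*, a mutant peak at 3676551 was called in the mutant library alone (3.62-fold), and 200 bp away, at 3676751, a peak was called in *WT* alone, with a log2 ratio of −0.17 (−0.29 to −0.06). Of the 16 *WT* summits with a lower share in the mutant, 8 had a counting interval wholly below 0, the lowest being that of CCNA_02934 at −0.58, named after its value was seen. Beside the deletion of *nstA*, at 3240751, a peak at CCNA_03092 was called in the mutant library alone, at 2.91-fold.

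The paper's qChIP of G1 promoters comes from other samples and found no significant difference at any of them. It is a percentage of input, while the ChIP-Seq values are shares of reads without an input library. Over the fragments of those assays, the ChIP-Seq log2 ratio was 0.66 at *pilA*, 0.67 at *sciP*, 0.84 at *tacA* and 1.70 at *kidO*, and 1.10 at *fliQ* and 1.56 at *flbT*. The centre of the summit probe lies outside the fragment at *pilA* and within it at the other 5. The 4 G1 promoters had a median summit log2 ratio of 0.76, at the percentile 1.49 of matched lists. They do not form a uniform group, as the values ran from 0.42 at *pilA* to 2.06 at *kidO*. That of *kidO* lay above all S-phase promoters and above C_*ori*_. The gene groups were listed before the deposited data were examined. The values of Supplementary Dataset 1, which come from the same libraries, had been seen by then. The groups had the percentiles 99.3 (flagellum), 32.8 (pili), 83.7 (division and polarity), 7.63 (replication and cell cycle regulators), 21.2 (holdfast), 96.6 (c-di-GMP), 74.5 (surface layer), 75.2 (RNA genes) and 55.4 (ribosomal proteins), with no correction for their number. At *kidO*, the ratio of 1.70 over the fragment argues against a fragment that misses the peak as the reason why ChIP-Seq and qChIP part at this gene. The background outside peaks, a rough measure of the gradient of gene copies, had a log2 ratio of origin over terminus of 0.36 in *WT* and 0.38 in the mutant.

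Most *WT* peaks, 319 of 335, had the larger share at their summit in the mutant library. The tests were first run on shared peaks, which the mutant cutoff selects, and were replaced by tests over all *WT* peaks after those values had been seen. When each library was scaled by its background, the median log2 ratio at the *WT* summits was 0.91, against 0.69 by all mapped reads. Such scaling could hardly have brought the median down, since a larger share of reads in peaks leaves a smaller one for the background. The test therefore does not decide whether the pattern depends on the authors' scaling. Narrower peaks do not account for the pattern. The sums within 500 bp of the summits had a median log2 ratio of 1.15 above background, in the 329 peaks where this could be formed. A higher yield of precipitated DNA in the mutant library may contribute. The 27 *WT* peaks at tRNA and rRNA genes had a background-subtracted median of 1.01, against 1.07 for the other 308. Whether CtrA binds at these genes was not tested, so this stays open beside a higher CtrA occupancy through *cckA*(L228P) and beside the deletion of *nstA*, which goes with the mutation in these libraries. Other mutations that the suppressor strain may carry were not examined here. On the deletion, the paper's qChIP on other samples bears at *fliQ* and *flbT*. It reports more CtrA binding there with *cckA*(L228P), both in cells that keep *nstA* and in ∆*nstA* cells. At the G1 promoters *pilA*, *kidO*, *tacA* and *sciP*, the paper's qChIP, as a percentage of input, found no significant difference. The ChIP-Seq summit shares there were 1.34-, 4.16-, 1.81- and 1.58-fold higher in the mutant library.

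By qChIP on other samples (Supplementary Fig. S4C), the paper reports increased CtrA binding at C_*ori*_ in the strains with *cckA*(L228P), against both *WT* and ∆*nstA*. The log2 ratio at C_*ori*_ in the ChIP-Seq, 1.72, lay above the median shared peak. More copies of the origin region in the mutant culture are unlikely to explain this, as background within 200 kb of the numbering start differed between the libraries by a log2 ratio of 0.039 relative to the whole background. Whether the ratio goes with the height of the peak was not decided. The other 37 shared peaks with a *WT* summit of at least 0.0110% had a median of 1.10 (bootstrap interval 0.92 to 1.28), but 4 of them reached the ratio of C_*ori*_, and only 2 of them had a taller *WT* summit than C_*ori*_. This stays open beside a higher CtrA occupancy at C_*ori*_ in the mutant strain, on which the paper's qChIP bears, while 1 library per strain cannot show how the ChIP-Seq value varies between cultures.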
